A study of Drosophila melanogaster with 8 samples. Its data were reported in "REPTOR and CREBRF encode key regulators of muscle energy metabolism" (2023).

How the data were processed

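Thoraces of adult males of 2 genotypes, tub-Gal80ts; dMef2-GAL4 crossed to a white-mutant line (control) or to a line carrying REPTOR[ACT], were profiled by RNA-seq with 4 libraries each. The labels state that crosses were kept at 18 °C, that males were held 3 to 4 days at 18 °C after collection and then 4 days at 29 °C, and that RNA came from 5 to 6 thoraces. Groups were taken from the labels, where the titles read wild type and mutant, each with replicate numbers 1 to 4.

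Per the study's methods the authors selected poly-A RNA with the KAPA mRNA HyperPrep workflow, split equimolar libraries into 4 pools for technical replication and sequenced single reads on an Illumina NextSeq instrument. The labels instead name a TruSeq kit, a HiSeq2000 sequencer and the mouse build mm10, which cannot be the genome used for fly reads. The authors checked reads with FastQC and MultiQC, aligned them with STAR 2.7.2b to FlyBase dmel r6.30 and tested genes with DESeq2 1.34.0. The counting tool, its strand setting and its treatment of reads that match several genes are not given in the sources used here.

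The deposited value is an expected count per gene, not scaled for depth, in 1 column per library. Every deposited value was a multiple of 0.25 (within 1e-06), as a mean over 4 sequencing pools would be; that origin is inferred from the values. Multiplied by 4, 100% of the values in each library were whole numbers, and these were used as read counts, so nothing was lost to rounding. The deposited totals were 6.70 to 12.51 M (M, 1e6) and the totals after multiplication 26.79 to 50.03 M reads. At these depths 3 reads, the limit that a count of 0 allows, correspond to 0.0600 to 0.112 CPM per library, for counting error only. The tables held 17562 genes, 14919 with at least 1 read, and 17506 gene identifiers were matched to the Ensembl annotation of BDGP6.54, from which coordinates and exon overlaps were taken. Counts of each pair of libraries within a group differed by 20.6 to 149 times the chi-square expected from counting error alone, so no library was a copy of another.

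Genes were filtered with filterByExpr (at least 10 reads per library of median depth and 15 in total), which left 9903. The choices of test, threshold, lists, named genes and most other settings were made before the data were examined. The main test was edgeR 4.0.16 with TMM factors, robust quasi-likelihood dispersions and Benjamini-Hochberg adjustment, on all 8 libraries with no covariate, and the study's threshold of an adjusted p under 0.05 with an absolute log2 fold change over 1. The common biological coefficient of variation was 0.120. Standard errors were derived from the fold change and the F statistic. Analyses ran in R 4.3.3 with limma 3.58.1 and DESeq2 1.42.0, and in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

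Gene lists numbered 38: 21 of functions and 8 of markers of other cell types, both from textbook knowledge, and 9 from the study's own tables. Of 723 symbols given in the function and cell type lists, 717 were matched. Ogdh1, ScsalphaA, Mpc2, P5cs and dys were among those that were not, and Ogdh, which the list called Ogdh1, was therefore not counted in the TCA cycle list. Lists with at least 5 tested members were tested with camera (preset correlation 0.01), with camera using an estimated correlation and with fry, adjusted over the 37 lists tested. The testis list had 0 tested members. The marker lists share FASN1 and Ilp6 (fat body) and cac (neuron) with function lists.

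Named genes followed a rule: REPTOR; the 10 largest increases and 10 largest decreases past the threshold among genes with a mean of at least 10 CPM and no overlap between the groups (313 genes qualified); up to 4 members with the smallest adjusted p of each list that camera called; the genes the study tested one by one; and the members of the glycolysis list. That made 91 genes. Other genes named as members of a list, or in the closing section, were chosen after their values were seen.

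Same-numbered libraries of the 2 groups deviated together: the correlations of their deviations from the group means were 0.138, 0.433, 0.220 and 0.137 for replicates 1 to 4, all above the limit of 0.1, so the numbers were taken to pair the samples. The highest correlations with a differently numbered library were 0.0693, 0.0106, 0.221 and 0.168, so for replicates 3 and 4 another library went along at least as closely. The first principal component (67.5% of variance) separated the groups. The second (11.2%) had replicates 1 and 2 of both groups on one side and replicates 3 and 4 on the other. The labels do not say what the numbers share. The main test has no block for these pairs, and a fit with the replicate number as a block is among the alternatives.

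The test was checked on simulated counts drawn from these libraries' means and sizes for REPTOR[ACT] against control, with known changes among 9852 genes tested. It recovered 76.1% of 67 genes changed 1.5-fold, 95.5% of 67 changed 2-fold and 97.0% of 66 changed 4-fold, and called 11 of 9672 unchanged genes. A proteasome list shifted 1.5-fold ranked 1 of 37 with camera, which called 1 other list. Genes were drawn independently and without replicate pairs, and few were changed, whereas 44.2% changed in the real libraries. In the real libraries the estimated correlation between proteasome genes was 0.46. The check therefore does not cover camera on lists with correlated members, or scaling when many genes change.

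Alternatives were RLE size factors, total library size, no low-count filter, a stricter filter of 1 CPM in 4 libraries, DESeq2, limma-voom, a replicate block, each library left out in turn, mitochondrially encoded genes left out, and the other list tests. Chosen after seeing the data were a fit on the deposited values rounded to whole numbers, fits on replicates 1 and 2 or 3 and 4 alone, and 9 further gene lists. Exact permutation tests were two-sided over all splits of 4 against 4.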

Results

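Poly-A RNA was sequenced from dissected thoraces of adult male flies, a body part made up mostly of flight and leg muscle. The 4 REPTOR[ACT] libraries came from flies in which the muscle driver dMef2-GAL4 expressed a constitutively active form of REPTOR, a bZIP transcription factor that TORC1 signalling holds inactive. The 4 control libraries came from the same driver line crossed to a white-mutant line without the transgene. A temperature-sensitive GAL80 kept the driver silent at 18 °C, and each sample of 5 to 6 thoraces was collected after 4 days at 29 °C. The control libraries held 26.79 to 50.03 M reads and the REPTOR[ACT] libraries 29.07 to 42.74 M (M, 1e6), with 12362 to 12943 and 12551 to 13045 genes detected. The comparison asks which genes of the thorax change when REPTOR is active in muscle, and whether genes of sugar breakdown and mitochondrial respiration are among them. Below, a gene "rose" or "fell" if its Benjamini-Hochberg adjusted p from edgeR's quasi-likelihood test was under 0.05. SE is the standard error of the log2 fold change, and levels are TMM-scaled counts per 1e6 reads (CPM) as mean ± SD with n = 4 per group.

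REPTOR itself (FBgn0039209, chromosome 3R, 24557368 to 24582864 in BDGP6.54) rose 2.85-fold, from 105.5 ± 17.8 to 300.3 ± 28.4 CPM (log2 fold change 1.51, SE 0.115, adjusted p = 2.1e-06). All 4 REPTOR[ACT] libraries lay above all 4 controls. These reads are the sum of the transgene and the endogenous gene, which share the coding sequence. Of 9903 genes tested, 4377 (44.2%) changed, 2459 higher and 1918 lower, while the median log2 fold change of all genes was −0.0090. With a limit of an absolute log2 fold change over 1 as well, 681 genes were past the threshold, 478 higher and 203 lower. In 652 of these 681 genes the 4 values of one group did not overlap those of the other. A random ordering of 8 values gives this in 2.86% of unselected genes, but these genes were selected on the same values, so the count is no test.

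**Figure D1:**
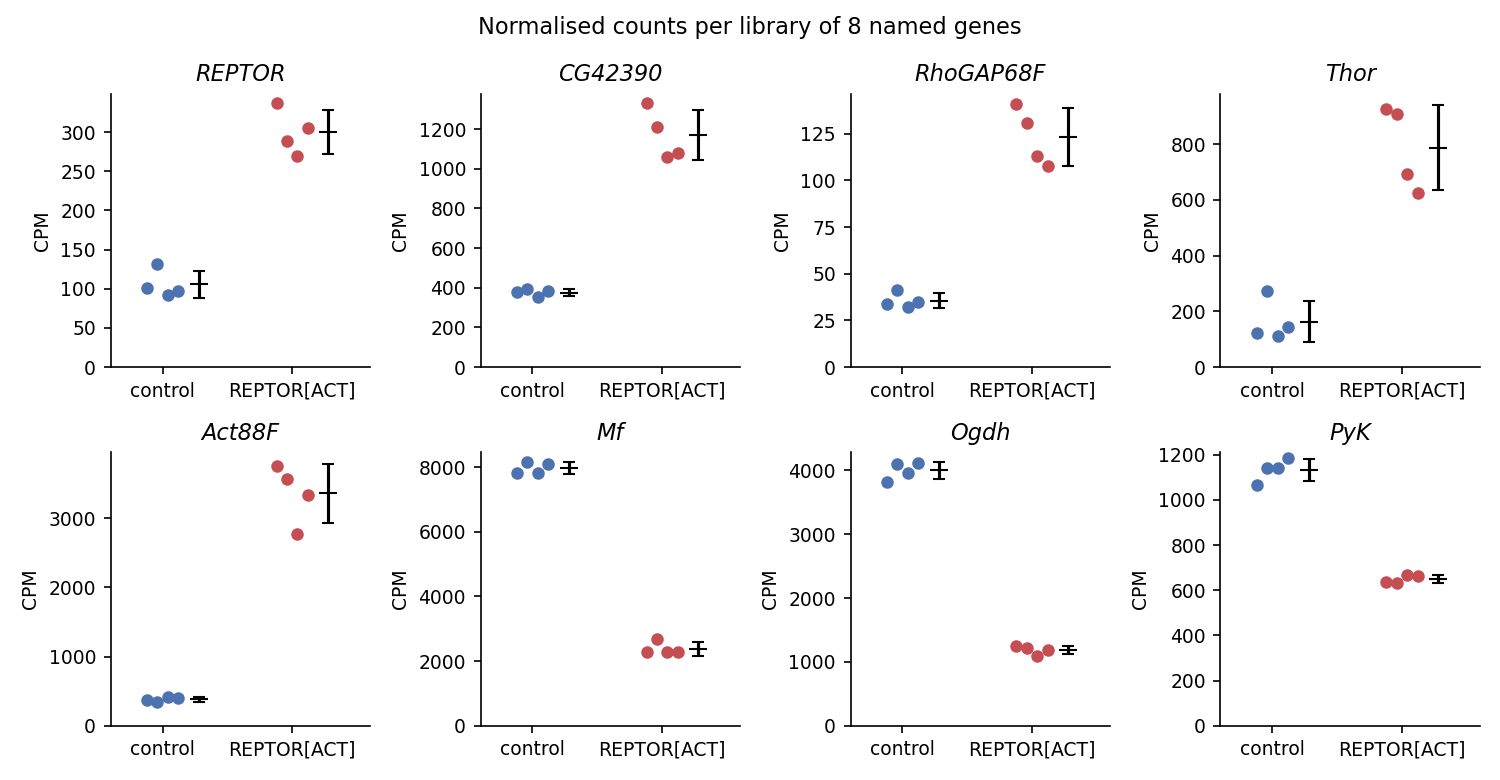
TMM-scaled counts per 1e6 reads (CPM, vertical axes, each from 0) of 8 named genes in the 4 control (blue) and 4 REPTOR[ACT] (red) libraries, one point per library, with the group mean and SD as black bars. REPTOR, CG42390, RhoGAP68F, Thor and Act88F lie higher in all 4 REPTOR[ACT] libraries, and Mf, Ogdh and PyK lie lower.

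Among genes with a mean of at least 10 CPM, the largest increase was that of tobi (FBgn0261575, 3R, 25344761 to 25346921), an insulin-responsive alpha-glucosidase gene, from 0.297 ± 0.0717 to 44.6 ± 16.2 CPM (log2 fold change 7.21, SE 0.393, adjusted p = 3.3e-06). The selenoprotein gene BthD (FBgn0030501, X, 13612131 to 13613228) rose by 6.16 on the log2 scale (SE 0.137). The small heat shock protein gene Hsp23 (FBgn0001224, 3L, 9381882 to 9382765) rose by 5.63 (SE 0.565), from 11.4 ± 5.14 to 562 ± 264 CPM. Next came CG18473 (4.15), betaTub60D, a beta-tubulin of developing muscle (4.07), Dtd, an editing enzyme that removes D-amino acids from tRNA (3.56), and CG33307 (3.43). They were followed by nmdyn-D7 (3.32), the flight muscle actin Act88F (3.14) and RpL24-like, a factor of large ribosomal subunit assembly (2.71). The largest decrease was that of the cytochrome P450 gene Cyp6a17 (FBgn0015714, 2R, 14873953 to 14875739), from 30.1 ± 1.79 to 1.96 ± 0.409 CPM (log2 fold change −3.94, SE 0.119, adjusted p = 4.1e-09). Cln3 (FBgn0036756, 3L, 17809231 to 17814119), the fly counterpart of a human lysosomal disease gene, followed with −3.51 (SE 0.0870). Then came CG15617 (−3.13), CG8620 (−3.01), CG42329 (−2.67), plh (−2.52), the P450 gene Cyp6a2 (−2.44), Oseg2, an intraflagellar transport gene (−2.35), the drosomycin-like Drsl4 (−2.22) and the P450 gene Cyp4e3 (−2.21). How the strand was treated in counting is not given in the sources used here, so exon bases that genes on opposite strands share are uncertain. The gene tobi shares 78 with rha (5.40 CPM), BthD 36 with tth (54.2 CPM, log2 fold change 0.088, adjusted p = 0.346), Dtd and RpL24-like 23 with each other, and nmdyn-D7 88 with CG9444 (0.425 CPM).

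In the sarcomere and myofibril list, 15 of 32 tested genes rose and 6 fell, the same counts as when adjusted over the list alone. Act88F went from 382 ± 35.3 to 3360 ± 425 CPM (3R, 15439969 to 15442177). The actin gene Act79B rose by 1.39 on the log2 scale, the myosin light chain gene Mlc2 by 1.12 and the myosin heavy chain gene Mhc by 0.78. Mf, which encodes the thick filament protein myofilin (3R, 15170625 to 15181510), fell 3.36-fold, from 7984 ± 183 to 2375 ± 211 CPM (log2 fold change −1.75, SE 0.0692, adjusted p = 1.3e-08), and the myosin light chain kinase-like gene Strn-Mlck fell by 1.10 on the log2 scale. With members moving both ways the list as a whole did not pass camera (median 0.11, adjusted p = 0.055). Actin genes resemble one another in sequence, and how reads that match several of them were counted is not given.

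Of 13 glycolysis genes tested, 6 fell and 1 rose (6 and 1 adjusted over the list alone). Pyruvate kinase, PyK (FBgn0267385, 3R, 22367536 to 22372746), fell 1.74-fold, from 1134 ± 49.5 to 651 ± 17.8 CPM (log2 fold change −0.80, SE 0.0560, adjusted p = 7.4e-07). Phosphoglucose isomerase, Pgi, fell by 0.73 on the log2 scale, Gapdh2 by 0.44, phosphofructokinase, Pfk, by 0.39, enolase, Eno, by 0.35 and hexokinase, Hex-A, by 0.34 (adjusted p = 0.0059). The phosphoglycerate mutase gene Pglym78 rose by 0.59. For Ald1 (−0.13), Hex-C (−0.15), Pgk (−0.11), Gapdh1 (0.072), Tpi (0.091) and Ldh (0.52, adjusted p = 0.109) no change was called, although Ldh reached an adjusted p of 0.013 (log2 fold change 0.54) with the replicate number as a block. The list's median was −0.15 and camera's adjusted p was 0.072, or 0.043 with no low-count filter, so the call depends on the filter. A camera p at least as small as that of the real grouping also came from 2 others of the 35 ways to split the 8 libraries 4 against 4.

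**Figure D2:**
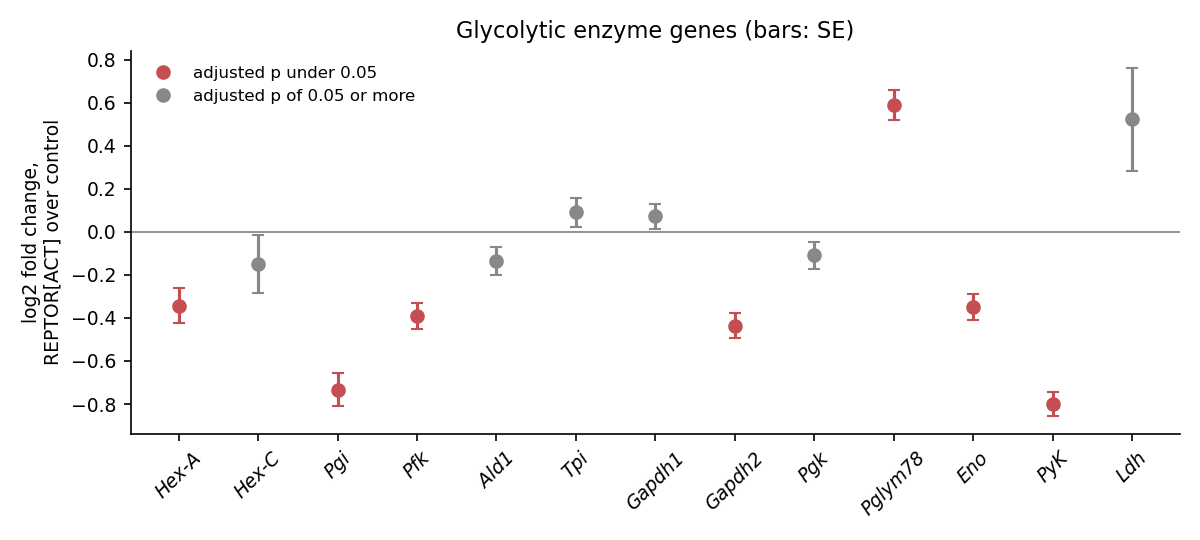
Log2 fold change of REPTOR[ACT] over control (vertical axis) for the 13 tested glycolysis genes, as points with bars of 1 SE, red where the adjusted p was under 0.05. PyK (−0.80) and Pgi (−0.73) lie lowest and Pglym78 (0.59) highest.

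Many genes of the mitochondrial pathways downstream of glycolysis fell too. Of 26 genes of the TCA cycle and pyruvate entry, 15 fell and 1 rose (15 and 1 adjusted over the list alone), with a median of −0.29 (camera adjusted p = 8.0e-05, and adjusted p = 0.078 with an estimated correlation). The succinate dehydrogenase subunit SdhA fell by 1.16 on the log2 scale, mitochondrial aconitase, mAcon1, by 0.78, CG5214, the dihydrolipoyl succinyltransferase of the oxoglutarate dehydrogenase complex, by 0.76 and Pdha, a pyruvate dehydrogenase subunit, by 0.60. The one member that rose was Pdk (0.27), the kinase that inhibits pyruvate dehydrogenase. Ogdh (FBgn0010352, 3L, 16954822 to 16968724), the first subunit of the oxoglutarate dehydrogenase complex, was counted in another list and fell 3.38-fold, from 3999 ± 138 to 1182 ± 63.1 CPM (log2 fold change −1.76, SE 0.0603, adjusted p = 5.6e-09).

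Of 65 nuclear genes of oxidative phosphorylation, 35 fell and 5 rose (35 and 7 adjusted over the list alone), with a median of −0.23. The complex I genes ND-B8 and ND-23 fell by 1.82 and 0.69 on the log2 scale, and the cytochrome c oxidase genes COX5B and COX4 by 0.60 and 0.59. Camera called the list lower (adjusted p = 1.2e-04), but not with an estimated correlation (adjusted p = 0.67). However, 11 of the 35 ways to split the 8 libraries 4 against 4, the real one included, gave a camera p at least as small. ND-B8 shares 71 exon bases with Gs1l on the opposite strand (57.9 CPM), so its size of change is uncertain.

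The mRNAs encoded by the mitochondrial genome fell too: 11 of 13 were lower and none higher (11 and 0 adjusted over the list alone), with a median of −1.13 (camera adjusted p = 9.0e-05, and adjusted p = 0.57 with an estimated correlation). The cytochrome oxidase mRNAs mt:CoIII, mt:CoII and mt:CoI fell by 0.88, 1.10 and 0.996 on the log2 scale, and mt:ND1, a complex I subunit, by 1.74. As a share of all reads, mitochondrial mRNAs made up 19.8% ± 2.74 (SD, n = 4) in control and 10.04% ± 0.394 in REPTOR[ACT], while the large mitochondrial ribosomal RNA, mt:lrRNA, made up 17.8% ± 2.31 and 23.1% ± 1.20 (log2 fold change 0.34, SE 0.138, adjusted p = 0.074). All mitochondrial RNA together took 37.6% ± 5.03 and 33.1% ± 1.12 of the reads. Control replicate 1 had the lowest shares of the controls, 30.4% mitochondrial reads and 15.7% mitochondrial mRNA, and without it the median of the 13 mRNAs was −1.37. The 72 tested genes of mitochondrial ribosomal proteins went both ways, 30 higher and 18 lower (30 and 18 adjusted over the list alone), with a median of 0.13 (camera adjusted p = 0.39).

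**Figure D3:**
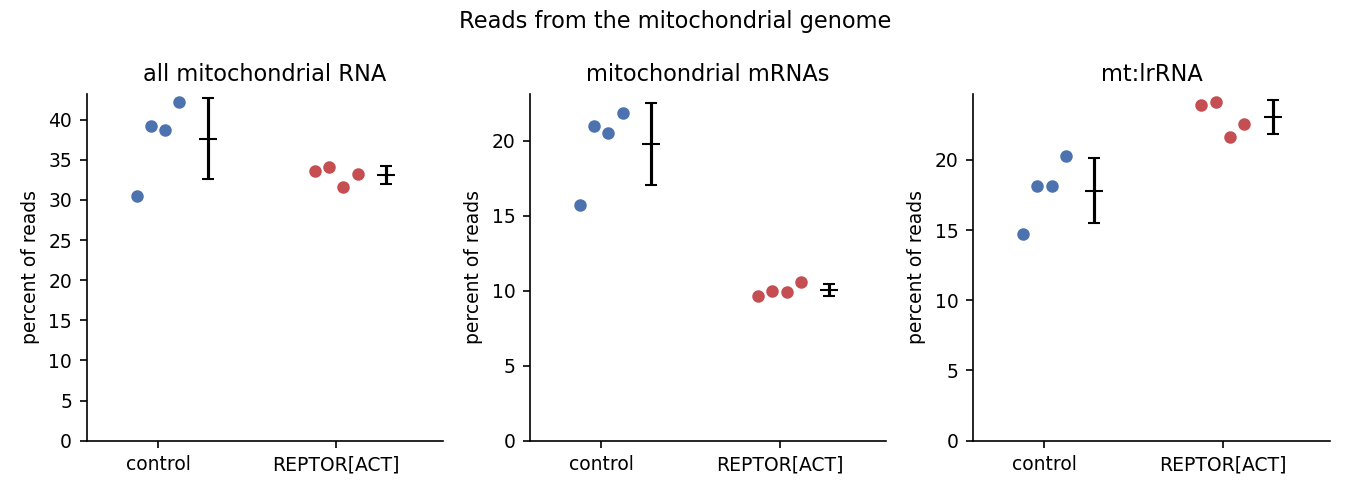
Percent of each library's reads (vertical axes, from 0) from all mitochondrial RNA, from mitochondrial mRNAs and from mt:lrRNA, one point per library (control blue, REPTOR[ACT] red), with the group mean and SD as black bars. Mitochondrial mRNAs lie lower in all 4 REPTOR[ACT] libraries (10.04% against 19.8% on average) and mt:lrRNA lies higher (23.1% against 17.8%).

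Genes for making ribosomes rose almost as one. All 26 tested ribosome biogenesis genes rose (26 adjusted over the list alone), with a median of 0.96 (camera adjusted p = 2.4e-20, and adjusted p = 0.090 with an estimated correlation). Among them were fibrillarin, Fib, which methylates ribosomal RNA (log2 fold change 1.65), the RNA polymerase I subunit Polr1A (1.57), CG1542 (1.52) and CG8939 (1.25). Of 81 cytosolic ribosomal protein genes, 75 rose and none fell (78 and 0 adjusted over the list alone), by a smaller and tighter margin: the median was 0.45 and the members' SD 0.124. Examples are RpL34b (0.73), RpL32 (0.71), RpS6 (0.65) and RpL4 (0.63), and camera's adjusted p for the list was 3.2e-12, or an adjusted p of 0.57 with an estimated correlation.

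Proteasome genes rose as well, 30 of 31 tested with none lower (30 and 0 adjusted over the list alone). Their median was 0.63 (camera adjusted p = 1.0e-17, and adjusted p = 0.21 with an estimated correlation). The core subunits Prosbeta3 and Prosbeta5 rose by 1.70 and 1.29 on the log2 scale, and the regulatory subunits Rpt3 and Rpn9 by 1.15 and 0.92. In the list of the unfolded protein response of the endoplasmic reticulum and the integrated stress response, 8 of 15 genes rose and none fell (9 and 0 adjusted over the list alone), with a median of 0.39 (camera adjusted p = 0.037, 0.052 without control replicate 4, and adjusted p = 0.57 with an estimated correlation). These included trbl (1.08), crc, the fly ATF4 (0.90), Gcn2, a kinase of the initiation factor eIF2alpha (0.89), and the transcription factor gene Xbp1 (0.39).

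**Figure D4:**
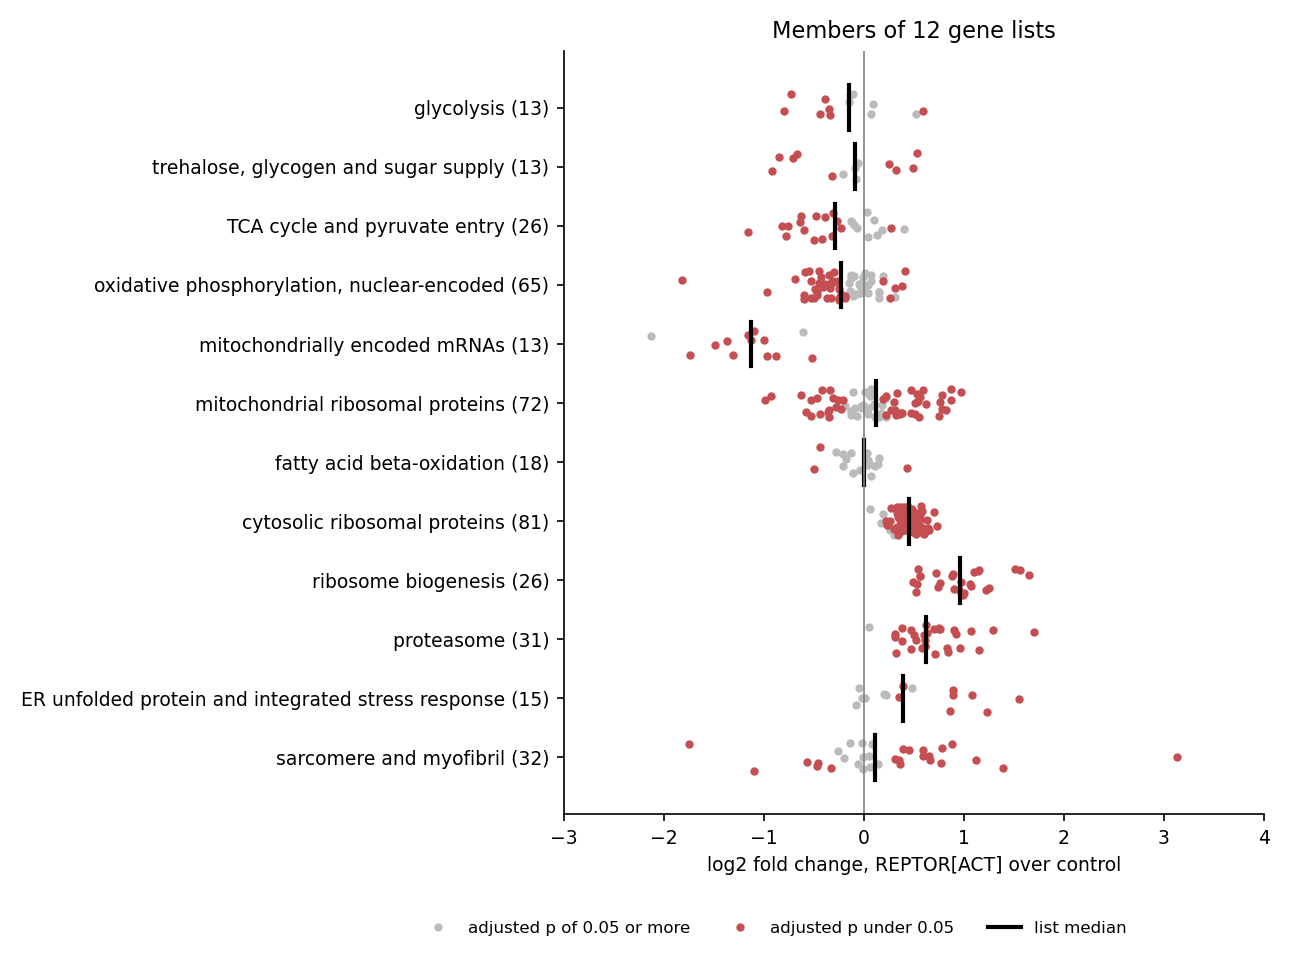
Log2 fold change of REPTOR[ACT] over control (horizontal axis) for every tested member of 12 gene lists, with the number tested in brackets, red where the adjusted p was under 0.05, and the list median as a black bar. The medians run from −1.13 (mitochondrially encoded mRNAs) to 0.96 (ribosome biogenesis).

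In the insulin and TOR pathway list, 13 of 26 genes rose and 2 fell (15 and 2 adjusted over the list alone), with a median of 0.33 (camera adjusted p = 0.0014, and adjusted p = 0.50 with an estimated correlation). The genes that rose encode both activators and inhibitors of the pathway: Thor, the translational repressor 4E-BP (log2 fold change 2.27, SE 0.324), Rheb, the GTPase that activates TORC1 (1.338), the kinase Akt (0.997), the insulin receptor substrate chico (0.83) and the insulin receptor InR (0.82). Tsc1 (−0.43), an inhibitor of TORC1, was among those that fell. Among 23 autophagy genes, 11 rose and 2 fell (11 and 3 adjusted over the list alone), with Atg101 (1.79) and Atg1 (0.87), both of the kinase complex that starts autophagy, the highest. The list did not pass camera (median 0.14, adjusted p = 0.14).

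The study lists of genes that REPTOR[ACT] or an active FoxO changed in muscle nuclei come from other libraries. Of its genes raised by REPTOR[ACT] but not FoxO, 105 of 158 tested rose here and 5 fell (108 and 5 adjusted over the list alone), with a median of 0.55 (camera adjusted p = 1.4e-18, and adjusted p = 0.078 with an estimated correlation). Those raised by both factors gave 16 higher and 2 lower of 38 (16 and 2 adjusted over the list alone), with a median of 0.26 (camera adjusted p = 0.0057, and adjusted p = 0.50 with an estimated correlation). Examples are Cpr66D (2.38), Naa80 (2.08), CG9626 (1.30), Atg1, l(1)G0289 (0.63) and CG15771 (0.72). Genes lowered in nuclei also fell in whole thoraces: 31 of 34 for REPTOR[ACT] alone (32 adjusted over the list alone, median −0.57) and 19 of 22 for both factors (19 adjusted over the list alone, median −0.79), with none higher. Both calls held with an estimated correlation (adjusted p = 0.030 each). Among these were the glycogen-targeting subunit Gbs-76A (−1.56), porin, the channel of the outer mitochondrial membrane (−0.85), Ttd14 (−1.21), cdi (−1.15), CG17684 (−1.24), and Mf and Cln3 from above. Genes that FoxO alone changed in nuclei went both ways here: 24 rose and 17 fell of 90 raised ones (the same adjusted over the list alone, median 0.048, camera adjusted p = 0.48). Of 27 lowered ones 5 rose and 11 fell (the same adjusted over the list alone, median −0.16, camera adjusted p = 0.18). Whether the lists differ from one another was not tested.

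**Figure D5:**
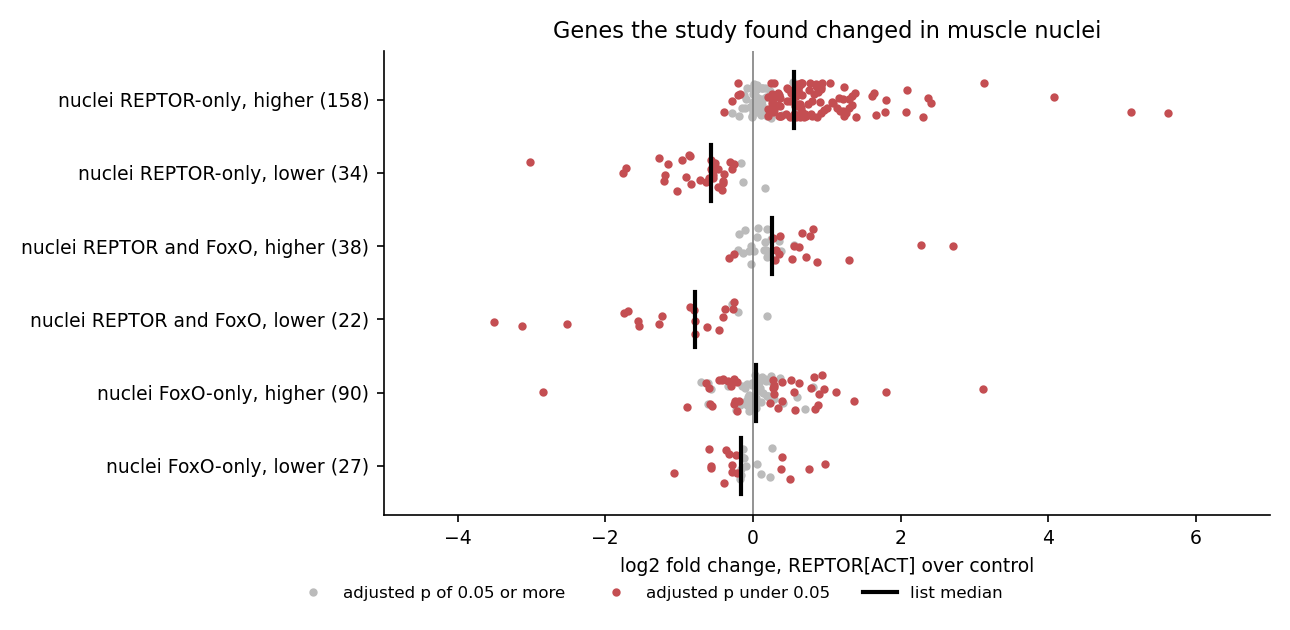
Log2 fold change in thoraces (horizontal axis) for every tested member of 6 lists of genes changed in muscle nuclei by REPTOR[ACT], by active FoxO or by both, with the number tested in brackets, red where the adjusted p was under 0.05, and the list median as a black bar. The lists lowered by REPTOR[ACT] lie left of 0 (medians −0.57 and −0.79), and the FoxO-only lists lie on both sides (0.048 and −0.16).

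All 17 genes of the list of picked REPTOR targets changed past the threshold, 14 higher and 3 lower (the same adjusted over the list alone, median 2.07, camera adjusted p = 1.8e-17, and adjusted p = 0.028 with an estimated correlation). They were picked partly on these libraries and are not independent evidence. Tested one by one elsewhere in the work were CG42390 (FBgn0259736, 3R, 22120061 to 22133367; log2 fold change 1.64, SE 0.0797), RhoGAP68F, a GTPase-activating protein gene (FBgn0036257, 3L, 12138868 to 12143380; 1.79, SE 0.105) and the stress gene Gadd45 (FBgn0033153, 2R, 7249161 to 7250655; 2.30, adjusted p = 1.6e-04). The long non-coding RNA lncRNA:CR43928 rose from 0.281 ± 0.0950 to 10.3 ± 3.17 CPM. For 2 genes used as markers of FoxO activity no change was called, CG10383 (−0.084, SE 0.257, adjusted p = 0.82) and CG1673 (0.81, SE 0.438, adjusted p = 0.18). The third, l(1)G0469, was slightly lower (−0.25, SE 0.0759, adjusted p = 0.018), but its group values overlapped. The call was lost without control replicate 3 (adjusted p = 0.057), control replicate 4 (0.063) or REPTOR[ACT] replicate 1 (0.056), and with total library size in place of TMM (0.070). The carnitine palmitoyltransferase gene whd was at −0.036 (SE 0.0664, adjusted p = 0.69).

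The study also lists genes changed in thoraces of flies after 14 days of yki gut tumours. Those libraries were depleted of ribosomal RNA, whereas the present ones were selected for poly-A RNA after 4 days of induction. The count filter left 128 of 237 genes in the higher list and 721 of 751 in the lower list. Of those higher with tumours, 45 of 128 tested rose here and 11 fell (45 and 11 adjusted over the list alone, median 0.22, camera adjusted p = 0.037, and adjusted p = 0.57 with an estimated correlation), among them CG1943 (1.24) and lncRNA:CR43928. Of those lower with tumours, 200 of 721 fell and 126 rose (204 and 126 adjusted over the list alone, median −0.055, camera adjusted p = 0.043, and adjusted p = 0.67 with an estimated correlation), with Tektin-C (−4.18) and CG14757 (−1.79) among those that fell. Both calls are marginal. The higher list lost its call with limma-voom (0.062) or without control replicate 3 (0.083), control replicate 4 (0.070) or REPTOR[ACT] replicate 2 (0.056). The lower list lost it with limma-voom (0.074), with fry (0.12), or without control replicate 1 (0.058), control replicate 4 (0.053), REPTOR[ACT] replicate 1 (0.069) or REPTOR[ACT] replicate 2 (0.13).

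Among the lists of markers of other thoracic cell types, camera called none. Fat body markers had 5 of 12 genes higher and none lower (the same adjusted over the list alone, median 0.43, adjusted p = 0.40), among them Lsp1beta (1.23). Their summed level was 6609 ± 722 CPM in control and 8217 ± 1243 in REPTOR[ACT]. Neuron markers had none higher and 4 lower of 14 (none and 3 adjusted over the list alone, median −0.15, adjusted p = 0.22). Glia markers had 2 higher and 4 lower of 11 (the same adjusted over the list alone, median −0.15, adjusted p = 0.18). Hemocyte markers had 2 higher and 2 lower of 15 (median 0.033, adjusted p = 0.89), and tracheal markers none either way of 7 (median 0.10, adjusted p = 0.90). Epidermis and cuticle markers had 2 and 2 of 9 (median −0.085, adjusted p = 0.35) and gut markers 1 and 0 of 6 (median 0.012, adjusted p = 0.98), with the same counts adjusted over each list alone. Camera's direction was opposite to the median for the hemocyte, tracheal, epidermis and gut lists, whose means were 0.17, 0.033, 0.27 and 0.41. No testis marker had enough reads to be tested.

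The remaining lists did not pass camera. In the trehalose, glycogen and sugar supply list 4 of 13 genes rose and 5 fell (the same adjusted over the list alone, median −0.090, adjusted p = 0.055), with trehalase, Treh (−0.92), glycogen synthase, GlyS (−0.85), and glycogen phosphorylase, GlyP (−0.67), among those that fell. Fatty acid beta-oxidation had 1 higher and 2 lower of 18 (the same adjusted over the list alone, median 0.00016, mean −0.056, adjusted p = 0.51). Lipid storage had 4 and 1 of 18 (4 and 0 adjusted over the list alone, median 0.064, adjusted p = 0.57). Heat shock proteins and chaperones had 4 and 2 of 18 (the same adjusted over the list alone, median 0.35, adjusted p = 0.39), where Hsp23, Hsp26 (2.41) and Hsp27 (1.80) rose. Immune effectors had 7 and 5 of 24 (8 and 5 adjusted over the list alone, median 0.46, mean 0.18, adjusted p = 0.53, with camera pointing lower). The peptidoglycan amidase gene PGRP-SC2 rose (2.35) and the stress peptide gene TotA fell (−1.79). Counts higher and lower were 8 and 5 of 25 for glutathione and redox defence (9 and 5 adjusted over the list alone, median 0.0068, adjusted p = 0.57) and 7 and 1 of 14 for DNA damage and apoptosis (the same adjusted over the list alone, median 0.11, adjusted p = 0.18). They were 6 and 1 of 14 for calcium handling and T-tubules (6 and 2 adjusted over the list alone, median 0.045, adjusted p = 0.18) and 1 and 1 of 12 for the circadian clock (the same adjusted over the list alone, median 0.065, adjusted p = 0.89).

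Of 37 lists tested, camera with its preset correlation of 0.01 called 15, 9 higher and 6 lower, and 3 of these kept the call with an estimated correlation: the genes lowered in nuclei by REPTOR[ACT], alone or with FoxO, and the 17 picked targets. The 17 targets were picked partly on these libraries, so their call is no independent test. The p-values of single genes measure the spread between these 8 samples, each a pool of 5 to 6 thoraces. Those of camera with the preset correlation compare a list's members with other genes. They do not measure how far the members vary together between samples. Of the genes named by rule, 27 of 91 share exon bases with another tested gene, which leaves their reads uncertain where the strand is unknown.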

Values the study reported

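The study reported 700 differentially expressed genes in thoraces with muscle REPTOR[ACT], at a Log2FC above 1 and an adjusted p under 0.05. In muscle nuclei it reported 197 genes specific to REPTOR, 120 specific to FoxO and 63 common to both. 17 genes were shortlisted as changed alike in nuclei and thoraces. RNA integrity numbers ranged from 8.8 to 9.6.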

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

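Each group's 4 values were searched for a single library far from the other 3, meaning that its gap to the nearest value took up more of the group's range than the critical value of Dixon's test. This was done for the 91 named genes, the read totals and mitochondrial shares, and the summed markers of other cell types. Of 206 group values searched, 6 (2.91%) stood out, where chance picks about 5%, and no library stood out more than 2 times.

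In the REPTOR[ACT] group, Mf was highest in replicate 2 with 2692 CPM against 2267 to 2274 in the others. CG5214 was highest in replicate 1 with 360 CPM against 330 to 334, and Tektin-C was lowest there with 0.329 CPM against 0.451 to 0.468. Dtd was lowest in replicate 4 with 32.8 CPM against 35.7 to 36.3. In the control group, porin was lowest in replicate 2 with 893 CPM against 941 to 948, and CG8939 was highest there with 17.18 CPM against 14.54 to 14.99. Each of these gaps was smaller than the difference between the group means of its gene.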

How the results depend on the processing

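The fits on rounded deposited values and on replicates 1 and 2 or 3 and 4 alone were chosen after seeing the data; the rest were planned. The number of genes past the threshold was 668 with RLE factors, 700 with total library size, 877 with no filter, 537 with the stricter filter, 822 with DESeq2 (659 shared with the 681), 681 with limma-voom (666 shared), 660 without mitochondrial genes, 517 with rounded deposited values, 729 for replicates 1 and 2, 642 for replicates 3 and 4, and 678 to 728 when 1 library was left out. The number at an adjusted p under 0.05 ran from 3139 (replicates 1 and 2) to 5233 (replicate block). REPTOR rose by 1.43 to 1.65 in every setting. No scaling moved the median of all genes by more than 0.020 (log2). Of 91 named genes, 87 kept their direction and call in every setting run for them.

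With the replicate block, 686 genes passed the threshold (663 shared), and REPTOR rose by 1.52. The block gave Ldh a call (0.54, adjusted p = 0.013, against 0.066 to 0.22 over libraries left out) and changed no other call of a named gene or list. Among all genes, 4336 of the 4377 at an adjusted p under 0.05 were among its 5233.

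The glycolysis list gained a call with no filter (median −0.14, adjusted p = 0.043), with fry (−0.15, 1.6e-04) and with rounded deposited values (−0.15, 0.045); without 1 library its median was −0.28 to −0.12 and its adjusted p 0.062 to 0.11. Fry tests the members alone, not against other genes; for the filter and the rounding the cause was not tested. The oxidative phosphorylation list lost its call only with an estimated correlation (−0.23, adjusted p = 0.67); its adjusted p was otherwise 4.2e-06 to 0.0050. Of 15 called lists, 3 kept the call in every setting that gave one, and 12 lost it with an estimated correlation. Of 22 lists not called, 10 gained a call with fry and 4 elsewhere; among these the sarcomere list gained one with no filter (0.010), with mitochondrial genes left out (0.045) and without REPTOR[ACT] replicate 1 (0.049) or 3 (0.034), the trehalose list with no filter (0.023), with mitochondrial genes left out (0.046), with rounded values (0.045) and without REPTOR[ACT] replicate 3 (0.037), and the autophagy list with no filter (0.039).

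Direction turned only in results with no call, and the cause was not tested. The gut markers turned with RLE factors (median −0.0037), no filter (0.67), the replicate block (−0.058), mitochondrial genes left out (−0.0084) and fry (0.012). The circadian clock list turned with the replicate block (0.074), tracheal markers with limma-voom (0.096) and fry (0.10) and hemocyte markers with fry (0.033). With DESeq2 it was beta-oxidation (−0.013), glutathione (−0.0057) and epidermis markers (0.019). When 1 library was left out, medians ran from −0.13 to 0.18 for gut, 0.041 to 0.15 for circadian clock, −0.018 to 0.13 for tracheal and −0.0041 to 0.063 for hemocyte markers and 0.26 to 0.73 for immune effectors. The gene whd ran from −0.076 to 0.00060 and CG10383 from −0.23 to 0.20. For lists the direction is camera's, which can differ from the sign of the median. The planned use of another strand column was not run, since each library has 1 count column.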

Other observations

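A set of 9 gene lists was chosen after seeing the data, and camera was adjusted over these 9. Of 20 cytosolic aminoacyl-tRNA synthetase genes, which load tRNAs with amino acids, 17 rose and none fell (median 0.53, camera adjusted p = 3.4e-08, and adjusted p = 0.39 with an estimated correlation). The 4 with the largest increases, GluProRS (2.63), AspRS (2.22), LeuRS (2.21) and IleRS (2.13), stood above the other 16, which ran from −0.022 to 0.80. Of 15 mitochondrial synthetase genes 1 rose, TyrRS-m (1.23), and 5 fell (adjusted p = 0.49). All 8 genes of the CCT chaperonin, which folds actin and tubulin, rose (median 0.69, adjusted p = 5.0e-04, and adjusted p = 0.44 with an estimated correlation), with CCT5 at 1.89 and CCT2 at 1.24. Among 36 translation initiation factor genes 23 rose and 3 fell (median 0.31, adjusted p = 0.0015, and adjusted p = 0.44 with an estimated correlation). Among 70 cytochrome P450 genes 19 fell and 5 rose (median −0.17, adjusted p = 1.7e-04, and adjusted p = 0.34 with an estimated correlation). Split by complex, nuclear genes of respiration that fell and rose were 19 and 3 of 33 in complex I (adjusted p = 5.7e-04), 6 and 1 of 9 in complex III (0.034), 4 and 0 of 9 in complex IV (0.044) and 6 and 1 of 13 in complex V (0.23), and none of these passed with an estimated correlation (adjusted p = 0.47, 0.44, 0.44 and 0.72).

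Further genes were picked out after their values were seen. The spindle checkpoint gene mad2 rose from 0.514 ± 0.0936 to 8.91 ± 1.01 CPM, Incenp, a gene of the chromosomal passenger complex, from 0.211 ± 0.132 to 7.09 ± 1.69, and mud, a spindle orientation gene, from 0.471 ± 0.134 to 5.81 ± 0.873. The alcohol dehydrogenase gene Adh fell from 16.3 ± 2.30 to 0.605 ± 0.163 CPM and the kinetochore gene Nnf1b from 4.80 ± 0.705 to 0.0990 ± 0.0292. RpL32, also called rp49, and alpha-tubulin are named in the study's methods as reference transcripts for qPCR. Here RpL32 rose 1.63-fold (log2 fold change 0.71, SE 0.0546, adjusted p = 1.5e-06), in every scaling tried, and the alpha-tubulin gene alphaTub84B rose 1.504-fold (0.59, SE 0.0607, adjusted p = 1.3e-05), more than any shift of the median of all genes between scalings. The alpha-tubulin gene alphaTub84D fell (−0.31, adjusted p = 6.0e-04), and which of these genes the qPCR measured was not examined here.

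The tests below were chosen after the result was seen, except those of the mRNAs without control replicate 1, of overlapping genes, of gene length and abundance, and of other splits of the libraries. The test of mt:lrRNA without control replicate 1 was among those chosen after. Other scalings moved the median of all genes by at most 0.020, too little to test these patterns. The first pattern is that mitochondrially encoded mRNAs were lower while mt:lrRNA was not. Control replicate 1 cannot have made the mRNAs lower, since of the controls it lay nearest to REPTOR[ACT], and without it their median was −1.37. Without control replicate 1 the mean log2 level of mt:lrRNA was still higher in REPTOR[ACT], by 0.21 (SE 0.0980), but the groups overlapped. As a share of reads they did not overlap, with 18.1% to 20.3% in the remaining controls and 21.6% to 24.1% in REPTOR[ACT]. Both values argue against control replicate 1 as the reason why mt:lrRNA was not lower. Whether mt:lrRNA is higher without that library stays open for the TMM-scaled levels. A general loss of mitochondrial RNA stays open: mt:lrRNA (log2 fold change 0.34, SE 0.138) cannot decide it, since the pattern was picked by that RNA, while mt:srRNA was at −0.94 (SE 0.903, adjusted p = 0.44) and 3 of 5 mitochondrial tRNAs tested, all under 10 CPM, fell (mt:tRNA:Ala-TGC −2.47, mt:tRNA:Thr-TGT −2.74, mt:tRNA:Arg-TCG −3.66). A change in mitochondrial transcription or RNA turnover in muscle with active REPTOR, and a change in the poly-A tails by which RNA was captured, may each account for the pattern, and neither was tested.

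The second pattern is the size of some changes: 60 genes had an absolute log2 fold change over 3, 45 higher and 15 lower. Reads shared with an overlapping gene would need a more abundant partner that moves the same way past the threshold, which 2 of the 60 had, Dtd and asRNA:CR46092 (3.33%, exact 95% upper bound 11.5%). Strain variants on the chromosome that carries the transgene might remove or add reads at single genes, and the genotypes in the study's supplement write the transgene on chromosome 2. Of 58 such genes on nuclear chromosomes with a position, 19 (32.8%) lay on chromosome 2 against 38.8% of the other tested genes (odds ratio 0.77, 95% interval 0.420 to 1.37, Fisher's exact p = 0.42), which leaves both possible. The crosses can also differ on other chromosomes, which this test does not cover. A response to active REPTOR and differences of background cannot be told apart for these genes. The same holds for any other single gene called here, since the 2 groups came from crosses to different lines.

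The third pattern is the joint rise of ribosomal protein, ribosome biogenesis and proteasome genes. Gene length or abundance gave little: in 10000 random lists matched on exon length and level, the upper end of the central 95% of medians was 0.070, 0.17 and 0.30, against 0.45, 0.96 and 0.63 for ribosomal proteins, ribosome biogenesis and proteasome. A lower share of muscle RNA would raise the markers of every other cell type alike. Neuron markers did not rise, with none higher and 4 lower of 14 (median −0.15). Their summed level was 2077 ± 97.2 CPM in control and 1987 ± 105 in REPTOR[ACT]. These values argue against a lower muscle share as the cause. Fat body markers went the other way, with 5 of 12 higher and none lower. Neuron minus fat body markers changed by −0.42, but the groups overlapped (exact permutation p = 0.11), so that test leaves a rise of fat body RNA open. A higher fat body share would by itself raise a gene at most as much as it raises fat body genes. Ribosome biogenesis genes had a median of 0.96 and a lower quartile of 0.72. Fat body markers had a median of 0.43 and an upper quartile of 0.62, with Lsp1beta (1.23) and Lsp2 (1.48) highest. These values argue against a higher fat body share as the whole cause for ribosome biogenesis genes. For ribosomal protein and proteasome genes an effect of active REPTOR in muscle and a rise of fat body RNA cannot be told apart. The fat body markers are too variable for that.

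The 8 libraries can be split 4 against 4 in 35 ways. With the libraries taken as unpaired, only the real split reached its counts, 1 of the 35, which is the smallest share possible (0.029). In it edgeR called 681 genes past the threshold and 4377 at an adjusted p under 0.05, and at most 0 and 0 in any other. In those at most 1143 genes had an unadjusted p under 0.05 against 5070. Every other split mixes the genotypes within its groups, so a real difference widens their spread and keeps these counts low. For REPTOR too only 1 of the 35 unpaired splits, the real one, gave an edgeR p as small (7.2e-08, lowest other 0.058). The transgene carries this gene, so that result checks the labels and was likely beforehand. Chance cannot be excluded for the glycolysis list: 3 of the 35 splits gave a camera p as small as the real 0.035 (lowest other 0.021). Nor can it for the oxidative phosphorylation list, where 11 of 35 did so (real 3.2e-05, lowest other 1.8e-09). With the replicate numbers taken as pairs, as their correlations led them to be taken above, only 8 splits part all 4 pairs. That is too few for a share under 0.05, so with pairs the splits cannot exclude chance. The 7 others called 0 genes against 681 and 4377, and their lowest edgeR p for REPTOR was 0.085. The 2 lists were matched by 2 and 4 of the 8, the real one included.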
